A study of Saccharomyces cerevisiae with 12 samples. Its data were reported in "P-body proteins regulate transcriptional rewiring to promote DNA replication stress resistance" (2017).

How the data were processed

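RNA was measured in 12 libraries, 2 for each combination of vector (control or YOX1) and time (0 h, 2 h and 4 h). Per the labels and the methods of the study, ribosomal RNA was removed, libraries were made with a TruSeq RNA kit that does not keep the strand, and the short reads were aligned to sacCer3 with Tophat2 and quantified with Cufflinks, Cuffmerge and Cuffdiff at their default settings, with an annotation from the Saccharomyces Genome Database. The authors deposited, for each library, a table of FPKM (fragments per kilobase of transcript, relative to the mapped fragments of the library) for 7126 genes, with an interval and a status for each estimate. FPKM are estimates and not counts. Cufflinks divides reads among overlapping transcripts by likelihood, so the value of a gene inside another gene depends on that division, and it corrects for length in a way that inflates the values of genes shorter than a fragment. A status other than OK means that the estimate was not completed, and the gene is then listed at 0.

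The tables give no depth. The interval of each estimate was read as 2 SDs on either side, from which a fragment number was computed for genes with few fragments, and 48.4% of the numbers under 30 lay within 0.05 of a whole number, where chance gives 10%. The depth implied in this way was 9660000 to 18060000 fragments per library, summed over genes with a completed estimate in every library. Among genes with a mean of at least 10 FPKM, the implied number per FPKM, with library differences removed, varied by more than 1.5-fold between libraries in 0.385% of 4941 genes that overlap none and in 16.2% of 1038 that overlap another. The numbers are therefore unreliable for overlapping genes, and the depth is approximate. Repeated genes were not checked apart, and their numbers are read with the same caution. The implied numbers are used here to describe depth and the support of named genes, and in the closing tests on SCR1 and on tV(CAC)D and tV(CAC)H. Tests that need read counts were not run.

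Each library was divided by its median ratio to the geometric mean over the 6585 genes above 0 in all libraries (factors 0.932 to 1.07), and 1 was added before log2 was taken. Log2 changes are therefore on the log2(FPKM + 1) scale, which understates the change of low genes. The 6887 genes with a mean of at least 1 FPKM over the 12 libraries were tested. Means and SDs are of scaled FPKM over the 2 libraries of a group, and values of single libraries are the deposited FPKM. One linear model with 6 group means was fitted to all 12 libraries with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation, the trend on mean expression on and robust estimation off, so that all groups share one estimate of the spread with 6 residual and 1.81 prior degrees of freedom. The 10 contrasts were: the YOX1 vector against the control vector at each time, each treated time against 0 h in each strain, the difference of those changes between the strains at 2 h and at 4 h, and the difference of the vector effect between 4 h and 2 h. Tests were two-sided and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 within a contrast. With 2 libraries per group the precision of a single mean is low, and the moderation borrows it from the other groups and genes.

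Before use on the deposited values, the model was tested on simulated data in which 200 genes were changed. It recovered 86% of 100 genes changed by a log2 of 1 and 54% of 100 genes changed by 0.5, and called 7 of 6687 unchanged genes. In the simulated comparison with no change it called 0 of 6887 genes.

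Gene lists were tested with camera at a preset correlation of 0.01 over 8 lists and 3 times, with fry and with a correlation estimated from the data as alternatives, and Benjamini-Hochberg adjustment over the 24 tests. The 7 lists reported were the 8 genes the study selected, genes with an early cell cycle box, the CLB2 cluster, core histone genes, genes of the damage checkpoint, galactose genes and the Aft1 iron regulon. The remaining list is not reported here, though it counts in the adjustment. Lists of alpha-specific genes and of pheromone-response genes were added after the called genes had been seen.

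The genes named in the text were set by a rule: YOX1, YHP1, URA3, GAL1, GAL7, GAL10, HUG1, RNR3, the 8 genes of the study, and the 4 genes with the largest change in each direction for the vector comparisons and the control responses at 2 h and 4 h. For the last group the rule required an adjusted p under 0.05, a mean of at least 10 FPKM in the higher group, no overlap between the libraries and a completed estimate in all 4. Genes named outside this rule were chosen after their values were seen. Groups, tests, lists, this rule and all but 2 of the alternatives were chosen before the data were examined.

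Coordinates are 1-based and those of the deposited tables (sacCer3). Of the 7126 genes 6048 were matched by identifier to the reference annotation of release R64, and 99.8% of these had the same start and end. Exons, strand and GC content came from that reference, and 1420 of the genes overlap another gene. The alternatives were pseudocounts of 0.1 and 5, no filter or a mean of at least 10 FPKM, no scaling or quantile normalization, only the libraries of the groups compared, the replicate number as a block, no trend, a fold change of at least 2, leaving out the 43 genes with an uncompleted estimate, and leaving out each library in turn. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 were used for annotation and figures.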

Results

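Transcript abundance was measured by RNA-seq in 12 libraries from 6 groups of Saccharomyces cerevisiae cultures, with 2 libraries per group. The cells were wild-type cells of the laboratory strain BY4741 carrying either pBY011, an empty control vector, or pBY011-YOX1, in which the YOX1 coding sequence stands behind the galactose-inducible GAL1-10 promoter. YOX1 encodes a homeodomain repressor that acts with the MADS-box protein Mcm1 at cell cycle genes. Cultures growing in raffinose were sampled untreated (0 h), and again 2 h and 4 h after galactose and 200 mM hydroxyurea (HU) were added. HU inhibits ribonucleotide reductase and so causes replication stress. The galactose and the HU were added to the same cultures, so the change over time is the joint response to both, and only the comparison between vectors separates the YOX1 vector from the rest. The deposited values were FPKM for 7126 genes. Between 234 and 339 genes were listed at 0 in a library. Among genes with a completed estimate in every library, the 10 most abundant held from 12.8% to 16.4% of the summed FPKM. This leaves out SCR1, which was listed at up to 161933 FPKM, so the share over all genes is higher where SCR1 has an estimate. The depth implied by the intervals of the estimates lay between 9660000 and 18060000 fragments per library. Over genes with a completed estimate in every library, Pearson's r of log2 values between the replicates of a group lay between 0.952 and 0.972, a correlation across genes, which are not independent replicates.

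YOX1 itself (YML027W, chromosome XIII, 221406 to 222563, plus strand, a single exon in sacCer3) was compared first, since it checks both the labels and the induction. In untreated cells the scaled FPKM was 29.7 ± 1.05 (SD, n = 2) with the control vector and 86.9 ± 2.15 (SD, n = 2) with the YOX1 vector, a log2 change of 1.52 before galactose was added. This difference had an adjusted p of 0.00209 in limma with Benjamini-Hochberg adjustment. At 2 h YOX1 stood at 34.0 ± 4.40 (SD, n = 2) with the control vector and 3486 ± 436 (SD, n = 2) with the YOX1 vector, a log2 change of 6.64. At 4 h the values were 43.3 ± 0.588 and 2608 ± 139 (SD, n = 2 each), a log2 change of 5.88. The standard error of each of these log2 changes was 0.10, and the groups did not overlap at any time. GAL1 (YBR020W, chromosome II, 279021 to 280607) rose with the control vector from 20.3 ± 3.23 to 5446 ± 168 FPKM (SD, n = 2) at 2 h. HUG1 (YML058W-A, chromosome XIII, 158760 to 158966), which replication stress induces, rose by a log2 change of 6.60 at 2 h and 7.12 at 4 h in the same cells. URA3, the marker for which the medium lacking uracil selects, was present in both strains and was not called between the vectors at any time, with log2 changes of -0.19, 0.03 and -0.25 at 0 h, 2 h and 4 h.

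**Figure D1:**
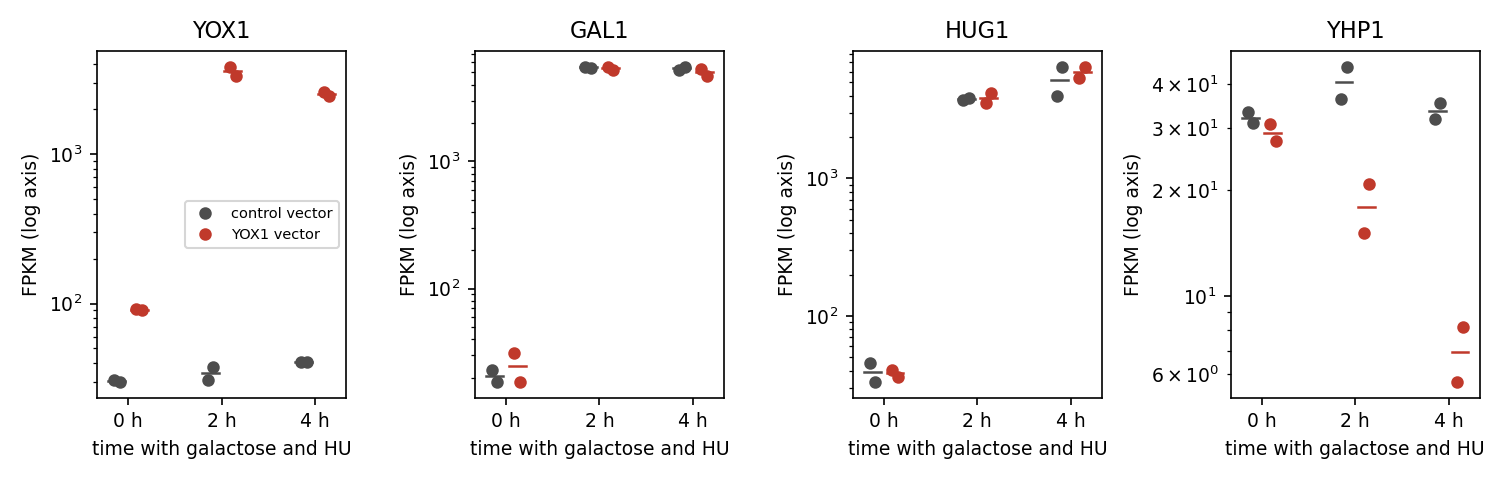
Deposited FPKM (log axis) of YOX1, GAL1, HUG1 and YHP1 in each of the 12 libraries against the time with galactose and HU; points are libraries, bars the mean of 2, grey the control vector and red the YOX1 vector. YOX1 is higher with the YOX1 vector at all 3 times, GAL1 and HUG1 rise with both vectors, and YHP1 is lower with the YOX1 vector at 2 h and 4 h.

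Which transcripts change when YOX1 is overexpressed under replication stress was addressed by comparing the vectors at each time. In untreated cells 2 of the 6887 genes tested passed an adjusted p of 0.05 in limma, YOX1 higher and RPL39 lower, while 277 genes were lower and 254 higher at an unadjusted p under 0.05. At 2 h 116 genes were lower and 18 higher with the YOX1 vector, and at 4 h 297 were lower and 132 higher. None of these called genes had overlapping libraries between the groups, a separation that chance gives to 16.7% of genes in one direction with 2 libraries against 2. The median log2 change of the lower genes was -0.68 at 2 h and -0.54 at 4 h, and a change of at least 2-fold was seen in 28 lower and 6 higher genes at 2 h and in 72 lower and 13 higher genes at 4 h. Among the alternatives without a fold-change limit, the one that moved these counts most took the spread only from the 4 libraries compared. It called 37 lower and 9 higher genes at 2 h, and 48 lower and 24 higher at 4 h, of which 27 at 2 h and 52 at 4 h were among the genes called with all 12 libraries. The share of lower genes among the calls at 4 h, 69.2%, was 52.8% (225 lower, 201 higher) when the values were used as deposited without scaling between libraries.

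Most genes called at 2 h were called in the same direction at 4 h. Of the 116 genes lower at 2 h, 112 were lower at 4 h (96.6%), where 5.0 are expected from the sizes of the sets (hypergeometric p 6.1e-157, one-sided). Of the 18 higher genes 14 were higher at 4 h, where 0.345 are expected, and 0 genes were called in opposite directions. These 2 comparisons share no library, but both use the one spread estimated from all 12, so a gene with a small spread is more easily called in each, and the p does not allow for this. The libraries of 2 h and 4 h may also be repeated samples of the same cultures. A difference between cultures could then recur at both times, which the p does not allow for either. With the spread taken only from the libraries compared, 15 of the 37 lower genes and 1 of the 9 higher genes at 2 h were called in the same direction at 4 h. Genes are not independent of each other, so the p describes these gene sets and not further cultures.

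**Figure D2:**
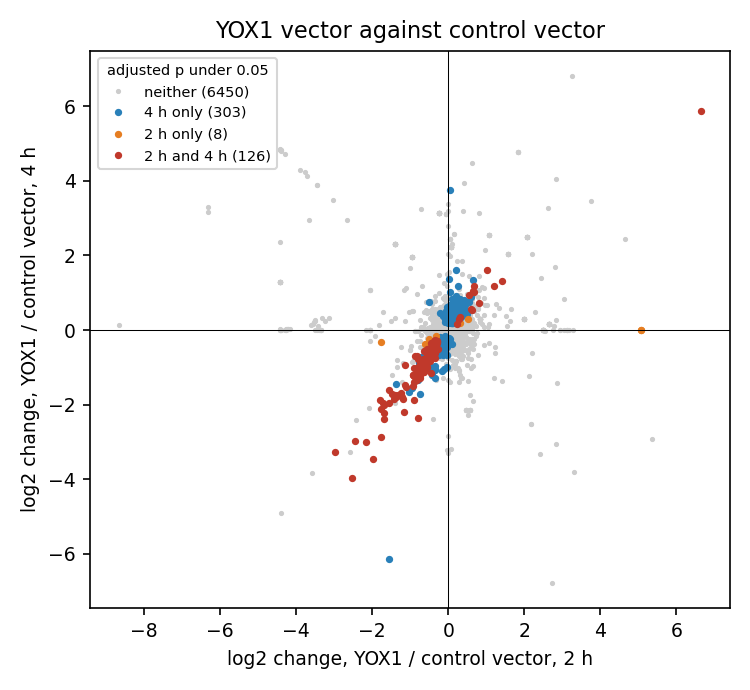
Log2 change between the YOX1 vector and the control vector at 2 h (horizontal) and at 4 h (vertical) for the 6887 genes tested, each point a gene, coloured by the times at which its adjusted p was under 0.05. The 112 genes lower at both times lie along the lower left diagonal, and YOX1 is the red point at the upper right; the grey points far from the centre are mostly genes listed at 0 in at least 1 library.

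The largest changes named here and for the control response are those among called genes with a mean of at least 10 FPKM in the higher group, no overlap between the libraries and a completed estimate in all 4. Within these limits the 4 largest decreases at 2 h were in MFA2 (chromosome XIV, 352414 to 352530), HSP150 (chromosome X, 120449 to 121690), PRY1 (chromosome X, 289875 to 290774) and YRO2 (chromosome II, 343101 to 344135). MFA2, which encodes the mating pheromone a-factor, stood at 1897 ± 174 FPKM (SD, n = 2) with the control vector and 243 ± 51.3 (SD, n = 2) with the YOX1 vector at 2 h. Its log2 change was -2.97 with a standard error of 0.20, and the adjusted p in limma with Benjamini-Hochberg adjustment was 0.000271. HSP150 changed by -2.45, PRY1 by -2.17 and YRO2 by -1.99 at 2 h. RPL39, whose control mean at 2 h lay under 10 FPKM, changed by -2.53. At 4 h YRO2 changed by -3.47 and MFA2 by -3.27, and they followed YGR204C-A and RPL39. YGR204C-A (chromosome VII, 909061 to 909174) was listed at 0 in both YOX1 vector libraries at 4 h and at 59.9 and 71.4 FPKM in the control libraries, which implies no more than 5 fragments in any library. RPL39 (YJL189W) was at 4.36 to 20.3 FPKM in the 6 control vector libraries and at most 1.88e-08 FPKM in the 6 YOX1 vector libraries, including those from untreated cells. Its second exon (chromosome X, 76325 to 76474) lies wholly inside BUD19 (YJL188C, 76202 to 76510), which stood at 1589 to 2630 FPKM in the 12 libraries, and the library kit does not keep the strand, so its reads can be given to either gene.

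**Figure D3:**
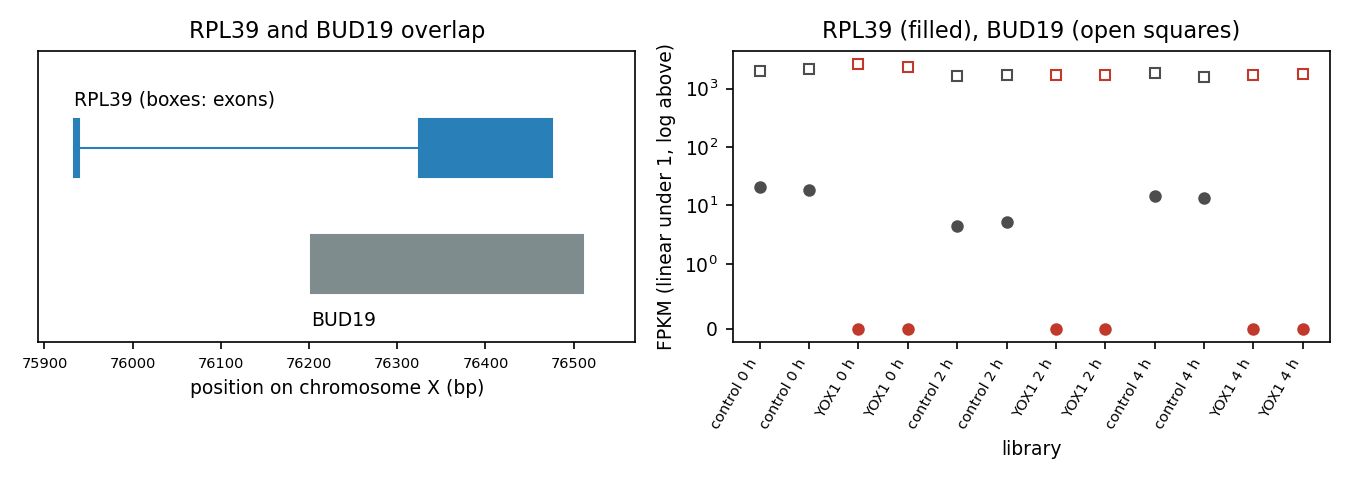
Left, the positions of the RPL39 exons and of BUD19 on chromosome X in base pairs. Right, deposited FPKM of RPL39 (filled circles) and BUD19 (open squares) in each of the 12 libraries, grey for the control vector and red for the YOX1 vector, on an axis that is linear under 1 and logarithmic above; RPL39 is near 0 in all 6 YOX1 vector libraries while BUD19 stays between 1589 and 2630 FPKM.

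Fewer genes rose by a large amount. After YOX1 and within the same limits, the genes with the largest increases at 2 h were the transfer RNA genes tV(CAC)D and tV(CAC)H and the cell wall gene TIR1 (chromosome V, 175248 to 176012), which rose by a log2 change of 1.41. The transfer RNA genes tV(CAC)D (chromosome IV, 1075472 to 1075544) and tV(CAC)H (chromosome VIII, 475706 to 475778) carried the same values. Both were listed at 39.95 and 28.35 FPKM in the YOX1 vector libraries at 2 h and at 0 in the other 10 libraries, and each value corresponds to 0.25 of a fragment. At 4 h DGR1, YLR042C and ADE17 followed YOX1. DGR1 (chromosome XIV, 381245 to 381391) was at 28.0 and 40.7 FPKM with the YOX1 vector and at 0 and 5.60 with the control vector, values that imply no more than 7 fragments each. YLR042C (chromosome XII, 229966 to 230451) was higher by 1.62 and ADE17 (chromosome XIII, 507502 to 509280) by 1.38, at 64.9 ± 3.17 against 24.3 ± 0.930 FPKM (SD, n = 2). ADE17 had not risen above untreated cells. Over 4 h it fell by a log2 change of -1.67 with the control vector, from 79.3 FPKM. With the YOX1 vector its change over 4 h, from 79.6 FPKM, was -0.28 and was not called.

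YHP1 (YDR451C, chromosome IV, 1361120 to 1362181) encodes the paralog of Yox1. It was not called in untreated cells (log2 change -0.18) and was lower with the YOX1 vector by a log2 change of -1.18 at 2 h and -2.19 at 4 h, each with a standard error of 0.18. At 4 h it stood at 7.14 ± 1.69 FPKM (SD, n = 2) against 35.7 ± 3.11 (SD, n = 2), with an adjusted p of 0.000301 in limma with Benjamini-Hochberg adjustment.

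The study placed 8 genes at the overlap of its data sets as candidate Yox1 targets. The list was chosen partly on these same libraries, so its result here is not independent evidence. All 8 were lower with the YOX1 vector at both times, with a median log2 change of -0.61 at 2 h and -1.05 at 4 h against -0.02 in untreated cells. Over all genes tested 6 were called at 2 h and 7 at 4 h, and 8 at each time when adjusted over the list alone. The largest changes were in ICS2 (chromosome II, 553543 to 554310), by -1.38 at 2 h and -1.79 at 4 h, and in UTH1 (chromosome XI, 519527 to 520624), by -1.25 and -1.70. ALD6 (chromosome XVI, 432588 to 434090) changed by -0.55 and -0.98, MMR1 (chromosome XII, 535214 to 536689) by -0.67 and -1.14, and YML131W (chromosome XIII, 10198 to 11295) by -0.69 and -1.11. RTC1 (chromosome XV, 61325 to 65350) changed by -0.27 and -0.51. RAD54 (chromosome VII, 193707 to 196403) was called at 4 h, by -0.59, but not at 2 h, by -0.23. PRY3 (chromosome X, 291336 to 293981) was not called at either time over all genes, with -0.55 and -0.57 and a standard error of 0.16.

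The other lists were of genes with known regulators or functions, and RAD54 belongs to 2 lists. The 11 genes with an early cell cycle box (ECB), the Mcm1 element to which Yox1 binds, had a median log2 change of -0.92 at 2 h and -1.49 at 4 h, with 10 of 11 lower and 9 called at each time. Adjusted over the list alone the count was 9 at 2 h and 10 at 4 h. In untreated cells their median was -0.04. The 12 genes of the G2/M-phase CLB2 cluster had a median of -0.52 at 2 h and -0.91 at 4 h, with 5 and 10 called over all genes and 10 and 11 adjusted over the list alone. The ECB list had the smallest camera p at each treated time, with Benjamini-Hochberg adjusted values over 24 list tests (limma) of 5.3e-20 at 2 h and 6.3e-18 at 4 h. Estimating the correlation between members moved these tests most, to 0.00451 and 0.00476 for the ECB list.

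The 8 genes raised by the replication and damage checkpoint had a median of -0.16 at 2 h, with 8 of 8 lower and 1 called (2 adjusted over the list alone). At 4 h the median was -0.39, with 7 of 8 lower and 5 called (7 adjusted over the list alone). RNR3 (chromosome IX, 238099 to 240708) was among them, at 54.7 ± 4.58 FPKM (SD, n = 2) against 74.7 ± 7.98 (SD, n = 2) with the control vector at 4 h, a log2 change of -0.44. The 10 genes of the Aft1 iron regulon were lower already in untreated cells, with 10 of 10 lower, a median of -0.21 and an adjusted camera p of 2.1e-05 (limma, Benjamini-Hochberg), although 0 of them were called over all genes and 1 when adjusted over the list alone. Their medians at 2 h and 4 h were -0.24 and -0.31, with 2 and 3 called (3 and 5 adjusted over the list alone). Without the second control vector library at 2 h the 2 h median was -0.14.

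The 8 core histone genes had medians of -0.18 at 2 h (0 called over all genes or over the list alone) and -0.07 at 4 h (0 called over all genes, 1 adjusted over the list alone). The 2 h median of the histone genes was -0.10 without the first control vector library, and the 4 h median ranged from -0.19 without the first to -0.020 without the second control vector library at 4 h. The 7 galactose genes had medians of 0.13, -0.06 and -0.10 at 0 h, 2 h and 4 h, with 0 called over all genes and 1 at 4 h adjusted over the list alone, and no camera call. With 1 library left out their untreated median ranged from -0.019 to 0.30 and their 2 h median from -0.12 to -0.0014. Of the camera calls reported here, that at 2 h for the histone list was not made by fry. With the correlation estimated from the data, the calls among these lists were for the study's list and the ECB list at 2 h and 4 h and for the damage list at 4 h.

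**Figure D4:**
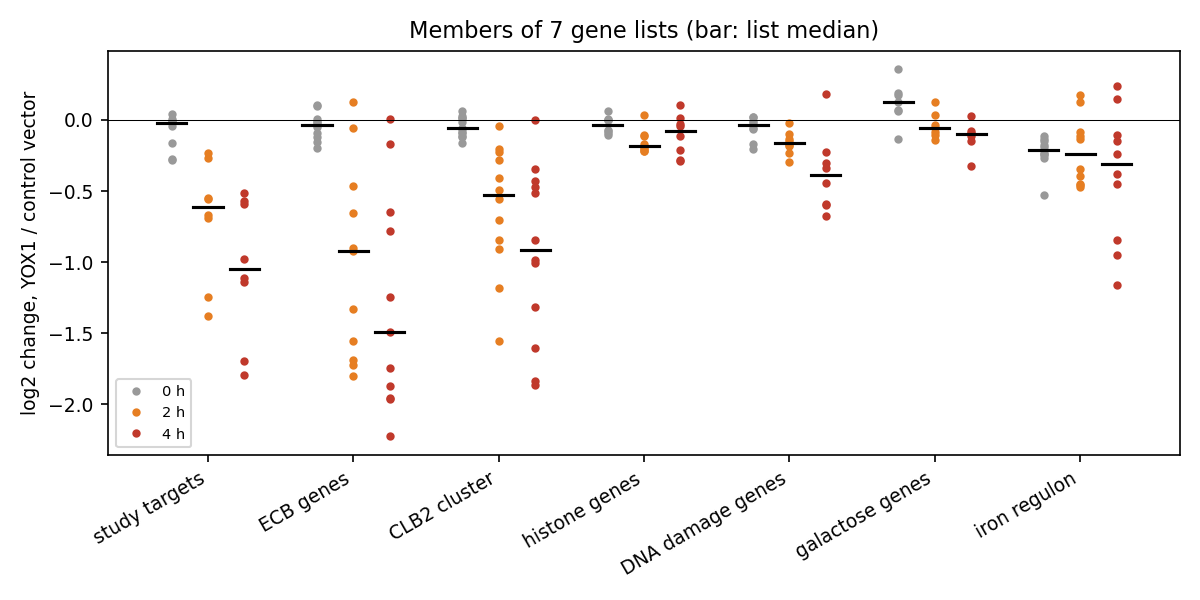
Log2 change between the YOX1 vector and the control vector (vertical axis) of each member of the 7 gene lists at 0 h (grey), 2 h (orange) and 4 h (red); each point is a gene and the black bar is the list median. Most of the study's targets, the ECB genes and the CLB2 cluster lie below 0 at 2 h and 4 h, with ECB medians of -0.92 and -1.49, and their medians lie near 0 in untreated cells.

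The response to galactose and HU was compared with 0 h in each strain. With the control vector 1332 genes were lower and 1269 higher at 2 h, and 1789 lower and 1729 higher at 4 h. With the YOX1 vector 1529 were lower and 1489 higher at 2 h, and 1859 lower and 1817 higher at 4 h. Requiring a 2-fold change moved these counts most, to 143 lower and 169 higher at 2 h and 227 lower and 371 higher at 4 h with the control vector. Without scaling between libraries the median of all genes at 4 h shifted to -0.11 (log2) with the control vector, and the share of lower genes among the calls rose from 50.9% to 65.1% with the control vector and from 50.6% to 63.4% with the YOX1 vector, so the balance of the directions at 4 h rests on the scaling.

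Within the limits given above, GAL2, GAL1, GAL7 and GAL10 rose most at 2 h with the control vector, by log2 changes of 8.08, 8.01, 7.86 and 7.63. GAL2 lies on chromosome XII (290212 to 291936), and GAL7 (274427 to 275527), GAL10 (276253 to 278352) and GAL1 lie side by side on chromosome II. The largest decreases at 2 h were in HSP30 (chromosome III, 156109 to 157107) by -3.50, YER067C-A by -3.00, RGI1 by -2.83 and GSY1 (chromosome VI, 174265 to 176391) by -2.78. YER067C-A and RGI1 overlap on chromosome V (292240 to 292563 and 292066 to 292551), and their reads cannot be separated without strand. At 4 h GAL1 (8.08) and GAL7 (7.97) rose most, and RGI1 (-5.26) and YER067C-A (-5.19) fell most. The identical proline transfer RNA genes SUF2 and SUF10 were listed at 0 in all 4 untreated libraries and at 93.4 and 490 FPKM in the control vector libraries at 4 h, which implies at most 3.99 fragments. YBR221W-A was listed at 21.9 and 40.2 FPKM untreated and at 0 in both control vector libraries at 4 h, from at most 1.99 fragments in these 4 libraries. The transfer RNA gene tE(UUC)M was listed at 107 and 6.56 FPKM untreated and at 0 in both at 4 h, from less than 1 fragment per library. RNR3 rose by 3.42 at 2 h and 3.85 at 4 h with the control vector, and by 3.22 and 3.39 with the YOX1 vector.

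Whether the response differed between the vectors was tested directly. The change over 2 h differed for 51 genes, 44 of them with the more negative change in the YOX1 vector strain, and the change over 4 h for 171 genes, 135 of them more negative. Requiring a difference of at least 2-fold moved the second count most, to 72, and taking only the 8 libraries concerned moved the first most, to 22. The effect of the YOX1 vector itself differed between 2 h and 4 h for 6 genes.

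The study describes genes lowered by YOX1 that HU normally induces. To keep the control libraries apart, the genes lower with the YOX1 vector at one time were looked up in the control response at the other time. Of the 116 genes lower at 2 h, 43 (37.1%) were higher in the control strain at 4 h, against 25.1% of all genes tested (Fisher's exact test, two-sided, p 0.00469, adjusted p 0.00750 over 8 such tests by Benjamini-Hochberg), and 34 (29.3%) were lower. Of the 297 genes lower at 4 h, 88 (29.6%) were higher in the control strain at 2 h, against 18.4% of all genes (p 1.7e-06, adjusted p 3.7e-06), and 91 (30.6%) were lower, against 19.3% (p 1.8e-06, adjusted p 3.7e-06). However, 100 simulations of unchanged groups, in which as many genes with the smallest p were taken as lower, gave shares of 14.7% to 44.0% and 19.5% to 33.0% for the higher genes and 19.8% to 43.1% and 19.5% to 31.3% for the lower genes, and all 4 observed shares lay inside these ranges. Requiring a 2-fold change moved the first share most, to 7.14%. That limit also applied to the control response and left 371 of the 6887 genes higher at 4 h. The baseline of 25.1% therefore does not hold for this share. In the same-time version, which shares the control libraries, 21.6% of the genes lower at 2 h were higher in the control strain and 46.6% were lower, where simulations gave 22.4% to 50.9% and 9.48% to 26.7%. At 4 h 47.1% were higher and 19.9% lower, where simulations gave 31.0% to 46.5% and 18.2% to 29.3%. Thus at 2 h the genes lower with the YOX1 vector had fallen in the control strain more often than in any simulation, and at 4 h they had risen slightly more often than in any simulation. However, the simulated sets were picked from noise alone, while the observed genes were called as changed. Selection and shared control libraries can act differently on the 2 kinds of set. The ranges are therefore no exact baseline, and the simulations decide neither version of the test.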

Values the study reported

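The study reported that 96 genes at 2 h and 156 genes at 4 h had decreased expression in the strain overexpressing YOX1. It gave the correlation between replicates as above 0.92 in every case.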

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

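The tests in this part were chosen after the called genes had been seen, but before the value of each test was computed. The reading of the test on single libraries was made more cautious once its value was known. No group was large enough for a test of single outlying libraries.

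The change over time differed between the vectors for 51 genes at 2 h and 171 genes at 4 h, by a direct test of the difference in limma. These groups are parted by the design, so an effect of YOX1 on the response stays open as the biological explanation. A technical alternative is a difference that the strains already had in untreated cells, which would enter both contrasts through the shared 0 h libraries. Of the 171 genes, 97.7% (167) were also called between the vectors at 4 h, all in the same direction, where a difference from 0 h alone would leave most of them uncalled. Of the 51 genes at 2 h all 51 were called between the vectors and 50 in the same direction, with RPL39 as the exception. This argues against the 0 h libraries as the source of most of these differences. The share of GC content and length was not tested for these contrasts gene by gene. That YOX1 changes part of the response to galactose and HU is offered as a hypothesis, since galactose, HU and YOX1 induction were added together and no library has YOX1 induced without HU.

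The effect of the YOX1 vector differed between 2 h and 4 h for 6 genes, again by a direct test. For NCA3 the effect at 4 h minus that at 2 h was -1.58, for YRO2 -1.48, for ZPS1 -0.93 and for ADH4 0.70, and the remaining pair was tV(CAC)D and tV(CAC)H. A single deviating library may give such a difference. With each of the 8 libraries left out in turn the difference lay between -1.62 and -1.54 for NCA3, -1.66 and -1.31 for YRO2, -1.04 and -0.81 for ZPS1, and 0.66 and 0.73 for ADH4. Genes whose replicates lie apart are seldom called, so for genes chosen by this call the outcome was largely fixed beforehand, and these values describe the 4 genes without deciding on a single library as the source. The count was 1 in place of 6 with a pseudocount of 0.1, under quantile normalization, with the replicate block, with only the libraries concerned, or after the GC and length trends were removed, so the number of such genes depends on these settings. NCA3 had the smallest adjusted p, 0.000974 in limma with Benjamini-Hochberg adjustment, and rose in the control strain from 44.8 ± 1.65 FPKM at 2 h to 145 ± 2.74 at 4 h (SD, n = 2), while with the YOX1 vector it stood at 25.5 and 27.3. A stronger effect after longer induction, and an effect limited by how far a gene rises in the control strain, both stay open and were not tested apart.

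The transfer RNA genes tV(CAC)D and tV(CAC)H, identical in every library, were above 0 only in both YOX1 vector libraries at 2 h. The interval of each estimate corresponds to 0.25 of a fragment, as if 1 fragment had been divided among copies, and the genes are shorter than a sequenced fragment usually is. A few fragments on short repeated genes are therefore a candidate explanation, but the fragment formula was not checked apart for such genes and may fail there. No biological explanation was tested.

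A status other than OK, with the gene listed at 0, was given to 43 genes in at least 1 of 5 libraries, and 42 of them are retrotransposon genes in the reference annotation. The remaining gene is SCR1, the RNA of the signal recognition particle. These libraries were 1 of YOX1 at 2 h and all 4 libraries of 4 h, and 10 such genes were called in the 4 h response of each strain, but 0 between the vectors. SCR1 was listed at 0 in the second YOX1 library of 2 h and between 91712 and 161933 FPKM in the other 11. The status is one that Cuffdiff gives where a locus holds more fragments than it will process. The SCR1 fragments expected in that library, the most deeply sequenced, were 1.34 times the highest number in any library with an estimate (1170000 against 880000), which is consistent with such a limit. The zeros are then missing estimates and not absent transcripts. For the retrotransposon genes the limit was not tested.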

How the results depend on the processing

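Of 615 alternative values of the results that answer a comparison, 560 kept their direction and their side of the threshold, or for a count stayed within 1.5 times. For single named genes 1659 of 1758 alternative values kept both, 74 were weaker, 25 stronger and 0 reversed. The 2 alternatives that need read counts were not run. Removing GC and length trends and leaving out genes listed at 0 in any library were chosen after seeing the data.

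Taking the spread only from the libraries of the groups compared gave 8 lower and 2 higher genes between the vectors at 0 h, 37 and 9 at 2 h, and 48 and 24 at 4 h. It gave 897 lower and 833 higher genes after 2 h and 1236 lower genes after 4 h with the YOX1 vector, and 22, 98 and 1 genes for the differences of the response at 2 h, at 4 h and of the vector effect between the times. The genes lower at both times were then 15 and the genes higher at both times 1. The shares of lower genes that were higher in the control strain at the other time reversed, to 10.8% for those of 2 h and 14.6% for those of 4 h. The fewer libraries leave fewer degrees of freedom, which lowers most counts by construction; the cause of the reversed shares was not tested.

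A fold change of at least 2 leaves a subset of the calls by construction: 28 lower and 6 higher genes at 2 h and 72 and 13 at 4 h between the vectors. In the response over time it left 143 lower and 169 higher (2 h) and 227 and 371 (4 h) with the control vector, and 188 and 209 (2 h) and 250 and 388 (4 h) with the YOX1 vector. It left 28 and 72 genes whose change over 2 h and 4 h differed between the vectors, and 26 lower and 4 higher at both times. Of the genes lower at 2 h, 7.14% were then higher and 14.3% lower in the control strain at 4 h, the first no longer and the second newly past the threshold. The limit lowers the baselines of these shares by construction, to the 371 higher and 227 lower of 6887 genes in that response. Why the second share newly passed was not tested.

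Without scaling 201 genes were higher with the YOX1 vector at 4 h, and 23.4% of the genes lower at 2 h were higher in the control strain at 4 h, no longer past the threshold. The scaling is the cause by construction. In the same-time version of the response test 21.6% of the genes lower at 2 h were higher in the control strain, no longer past the threshold, and 46.6% were lower, newly past it. Of those lower at 4 h 19.9% were lower in the control strain, a reversal. That version shares the control libraries, which shifts these shares in simulations.

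The number of genes whose vector effect differed between 2 h and 4 h was 1 with a pseudocount of 0.1, under quantile normalization, with the replicate block and with GC and length trends removed. With a mean of at least 10 FPKM, or without genes listed at 0 in any library, 0 genes were lower at 0 h, since RPL39 is then not tested. The replicate block changed no other count by more than 1.5 times and no call of a list. Nothing in the labels says that equal numbers mark one culture. The correlation of deviations between groups ranged from -0.353 to 0.296 over 15 pairs, with 5 over 0.1 and 2 under -0.1, and from -0.085 to 0.166 over the 6 pairs within a vector, with 3 over 0.1. With genes of uncompleted estimates included it ranged from -0.159 to 0.676 over the 15. The numbers were therefore not used as pairs, and whether they mark one culture stays open. The methods of the study describe cells that were sampled, then induced and treated, and sampled again. Times within a vector can therefore be repeated samples of the same cultures, which the contrasts over time treat as independent. A block for culture within each vector was not run.

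Among the gene lists reported, quantile normalization gave the histone genes a median of -0.12 at 2 h, no longer called, and removing GC and length trends gave the galactose genes 0.14 at 0 h, newly called; neither cause was tested. Under fry the histone list (median -0.18) lost its call at 2 h. With an estimated correlation the calls were lost for the iron regulon at 0 h (-0.21), 2 h (-0.24) and 4 h (-0.31), the CLB2 cluster at 2 h (-0.52) and 4 h (-0.91), and at 2 h for the histone (-0.18) and damage (-0.16) lists; the cause was not tested.

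Leaving out each library in turn leaves 1 library in an arm. Only values are reported for these fits, although the shared spread would still allow calls. For a single gene such a fit moves the value by less than the replicate SD by construction. Of 648 such values 8 moved by more than the replicate SD, all of them list medians. Across these fits the CLB2 cluster ranged from -0.63 to -0.42 at 2 h and from -1.09 to -0.69 at 4 h, and the iron regulon from -0.27 to -0.14 at 2 h and from -0.36 to -0.24 at 4 h. The histone genes ranged from -0.19 to -0.020 at 4 h. They ranged from -0.24 to -0.10 at 2 h. The galactose medians ranged from -0.019 to 0.30 at 0 h, from -0.12 to -0.0014 at 2 h and from -0.15 to -0.047 at 4 h. In untreated cells the histone median ranged from -0.12 to 0.065, that of the damage genes from -0.080 to 0.0099, that of the ECB genes from -0.057 to -0.0046 and that of the study's genes from -0.047 to -0.033, so the direction in untreated cells is not settled for the galactose, histone and damage lists.

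Depth limits the short genes most. The values of YGR204C-A, DGR1, YBR221W-A, SUF2, SUF10, tE(UUC)M, tV(CAC)D and tV(CAC)H rest on a few fragments each, and their changes are not detectable with confidence at this depth even where a call was made.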

Other observations

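In this part the tests on RPL39, on alpha cells and on the untreated cells were chosen only after the result had been seen, and the readings of the RPL39, pheromone gene, alpha cell, untreated cell and scaling tests were made more cautious once their values were known. The pheromone genes held out of the calls were known not to be called, but their result as a set had not been seen.

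RPL39 was near 0 in every YOX1 vector library, untreated ones included, and it was the single gene under 0.001 FPKM in all 6 libraries of one vector and at least 1 FPKM in all 6 of the other. BUD19 contains the larger RPL39 exon, so reads of the locus may have been given to BUD19 in one set of libraries and partly to RPL39 in the other. The summed FPKM of RPL39 and BUD19 changed by a log2 of 0.18, 0.0042 and -0.038 at 0 h, 2 h and 4 h. The lowest of these was -0.038, but the listed RPL39 value is small beside BUD19. Losing all of it would change the sum by a log2 of at most -0.015 in any control library. The sum therefore cannot tell a different division of the reads from a true loss of the listed value. That value need not be the level of the RPL39 transcript, since 150 of its exon bases lie inside BUD19 and the strand is not kept. If the reads listed for BUD19 come from RPL39, the sum argues against a large loss of that transcript. The source of the BUD19 reads was not tested. A true difference in splicing or in the start of the transcript was not tested either.

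More genes were lower than higher with the YOX1 vector at 4 h, as for a repressor, and 2 technical sources were weighed. With each library's trend on GC content and length removed, over the 99.3% of tested genes with a GC content, 273 genes were lower and 155 higher, which argues against such trends as the whole cause. Scaling could also shift the balance. Under quantile normalization 296 genes were lower and 128 higher, but without scaling the numbers were 225 and 201, so for changes of any size the excess cannot be told apart from an effect of scaling. Among changes of at least 2-fold the numbers without scaling were 60 lower and 13 higher, an excess that the scaling did not remove.

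Of the 297 genes lower at 4 h, 22 overlap another gene lower at 4 h, where 1000 random sets of genes gave 2.47 on average and at most 14. Reads counted for both of 2 overlapping genes are a candidate explanation, since the library kit does not keep the strand, and the count of lower genes then includes some loci more than once. Shared regulation of neighbours was not tested.

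YOX1 was already raised in untreated cells, by a log2 change of 1.52, yet beyond YOX1 and RPL39 no gene was called there (277 lower and 254 higher at an unadjusted p under 0.05). A response too small to call gene by gene may exist. The 111 genes lower at both treated times, RPL39 left out, had a median log2 change of -0.02 in untreated cells, at percentile 10.25 of 10000 random lists matched on expression, whose medians ranged from -0.06 to 0.04. The response of these genes cannot be told apart from no response, since a shift smaller than the spread of the random lists is not excluded.

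Several genes of the pheromone response were higher with the YOX1 vector at 4 h, among them FUS1 (log2 change 1.19) and AGA1 (1.34), although MFA2 (-3.27), MFA1 (-1.44) and GPA1 (-0.86) were lower. These were picked from the calls: of the 16 such genes, 11 were higher and 5 lower at both times, and FAR1, one of the lower ones, is also in the ECB list. The camera p of these 16 genes was 0.107 at 2 h and 0.00135 at 4 h, which is not evidence on its own because of how they were picked. The pheromone-induced genes outside the calls were tested as well. Of 12 such genes 11 could be tested, and at 4 h 8 were higher and 3 lower, with a median of 0.28 and a camera p of 0.0184 (0.0395 adjusted over the 6 tests of added lists, limma with Benjamini-Hochberg). At 2 h 10 were higher and 1 lower, with a median of 0.13 and a p of 0.0197. By fry the p at 4 h was 0.00120, and with an estimated correlation 0.0651, so the result depends on the correlation assumed between members. The genes in this test were set by not being called, which also took out the 5 lower ones, so a rise of the pathway as a whole cannot be told apart from a rise of part of it.

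Alpha cells among the YOX1 vector cells may raise the pathway in a culture of a cells. The 4 alpha-specific genes were expressed at a low level in the libraries of both vectors, and had a camera p of 0.555 at 4 h with 2 higher and 2 lower, and 0.605 at 2 h with 4 of 4 lower. MF(ALPHA)1, the most telling of them, was at 1.17 and 1.95 FPKM with the YOX1 vector and 3.73 and 2.62 with the control vector at 4 h. These values give no sign of alpha cells, but a small share of them cannot be told apart from none, because its size is unknown and members with a baseline would hide it. Cell cycle position was not tested as a source.

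At 4 h 297 genes were lower with the YOX1 vector here. That is higher than the value quoted from the study above. With the spread taken only from the libraries compared it was 48, and with a fold change of at least 2 it was 72, both lower than the quoted value, so the direction of the gap depends on the setting.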
